A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Histone H3 lysine 36 methylation affects temperature-induced alternative splicing and flowering in plants" (2017).

How the data were processed

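RNA-seq was performed on 12 samples of meristem-enriched shoot tissue of *Arabidopsis thaliana*, 3 in each of 4 groups: 16 °C at day 1 and 25 °C at days 1, 3 and 5. Groups were taken from the sample titles. According to the study's methods and the submitters' processing notes, the authors mapped reads with TopHat2 (TopHat in the notes) to the TAIR10 genome, assembled transcripts with Cufflinks, listed alternative events from the assembled isoforms with their own scripts and estimated PSI with MISO. Further version numbers are not given in the sources used here. The authors kept events with enough isoform-specific reads in the replicates and with less difference in PSI within than between conditions, and called an event by a Bayes factor on merged replicates.

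The deposited values are PSI per condition, a fraction between 0 and 1 that the authors rounded to 2 decimals, with a range of 0.01 to 0.99. They are the authors' values for a whole group, and whether each comes from merged reads or is a mean over samples is not given in the sources used here. The table has 4 PSI columns and a column with the days called by the authors, in 3 comparisons with 16 °C. It lists 638 events in 511 genes, each called on at least 1 day. Events that were tested and not called are not analysed here, so neither enrichment of a gene group among called genes nor the overlap expected of independent lists was computed. Read depth per event is unknown, and no interval of a single PSI can be given. A call rests on reads, so deeply covered genes can be called at smaller changes than others.

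Differences in PSI (25 °C minus 16 °C) were computed per event and day, and as the mean of the 3 days. No test was run on them and no p-value is given, because each group has 1 value; replicate-based tests had been planned only for a table with PSI per sample. Shares of events are given with exact Clopper-Pearson 95% intervals. Correlations and medians carry 95% intervals from 2000 bootstrap draws of genes. These intervals describe the list of events and not the spread between plants. Directions by event type were compared with 10000 random reassignments of types. Gene lists were compared with 10000 random lists of the same number of genes from the table. For the shared 16 °C group, 1000 data sets of unchanged groups were simulated with, for each event, the spread of its 3 values at 25 °C as noise. That spread also holds real change over days, so averaged over events it is an upper limit for noise at 25 °C. For a single event it rests on 3 rounded values and is a rough estimate, and events with 3 equal values were simulated without noise. Noise at 16 °C was assumed to be alike.

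Before the deposited table was examined, 14 gene lists were fixed, 6 by gene identifier and 8 by keywords for the annotation text. Keywords can miss genes of the same function, so counts of these 8 lists hold for the matched genes only. All were written after the study and its own list of events had been read, and the hormone list was taken from genes in that list of events. Matches of the pentatricopeptide keyword to the word suppressor were removed after the matches had been seen. The text names events of the first 6 lists, the 10 events with the highest and the 10 with the lowest mean change among those called on all 3 days, the 5 with the largest rise and the 5 with the largest fall between days 1 and 5, and all events of the rarest type. Events named as examples of the keyword lists and of uncalled days were chosen after their values were seen. Coordinates are those of the gene in the table's annotation text (TAIR10), and the table does not place an event within its gene. Of 599 events with coordinates and a gene in the TAIR10.1 reference annotation, 598 lie inside that gene; 38 events have no annotation text. Intron number, length and GC content per gene came from that reference. The library type was strand-specific, but whether strand was used in the PSI estimates is not given in the sources used here, so overlapping genes are uncertain.

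The list, type and swap percentiles and the share of change kept were tested on simulated data made from the 638 events; the other summaries were not. Random lists of 10 genes fell outside the central 95% in 3% of data sets, and lists with changes made 3 times larger were found in 100%. Shuffled directions of event types fell outside in 4%, and skipped exons made 80% higher were found in 100%. Swapping the temperatures of unchanged groups fell outside in 5%, and values moved 10% of the way to 0.5 were found in 100%. The share of change kept on uncalled days came out as 1 for lasting changes and 0 for changes on the called day alone. These changes were set without noise, so both values only check the arithmetic.

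Alternatives covered a minimum change of 0.1 or 0.2, counting 1 event per gene or identical events once, leaving out events with a 16 °C PSI outside 0.05 to 0.95, events called on all 3 days or on 1 day, single days, each day left out, the largest change over days, and the logit scale. One more, counting events of a gene with mirrored or alike PSI once (within 0.05 in all 4 groups), was chosen after seeing the data. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene expression and histone marks, which the study also measured, are not analysed here.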

Results

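Splicing was followed in *Arabidopsis thaliana* plants of the Columbia accession moved from a cool to a warm ambient temperature. The plants were 5 weeks old, raised in the cool (16 °C) with 8 h of light and 16 h of darkness a day; the warm groups were then placed at 25 °C, and a control group was kept in the cool. Tissue enriched for the shoot apical meristem was collected from about 10 plants per sample, and polyadenylated RNA was sequenced. The study's methods state that leaves were removed, while the sample labels also name leaves of early stages. The 12 samples fell into 4 groups of 3: 16 °C at day 1, and 25 °C at days 1, 3 and 5. The authors' deposited table gives, for 638 splicing events in 511 genes, 1 value of the percentage spliced in (PSI, written from 0 to 1) per group. PSI is the share of transcripts that carry the isoform chosen as reference; for a retained intron it is the share that keeps the intron. Each event is marked with the days on which the authors called it different from 16 °C. Read numbers per event are not used here, so the depth behind a PSI is unknown, and with 1 value per group no difference below could be tested across replicates here; the authors' calls include their own filter on replicates. The words rose and fell are kept for days on which the authors' deposited table calls the event. All 3 warm days are set against the same 16 °C group, so at days 3 and 5 the warm plants were also older than the cool ones.

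After 1 day at 25 °C, called events included some in the flowering genes *FLM* and *MAF2*, the clock gene *LNK2* and the small RNA gene *AGO1*. Retention of an intron of *FLM* (AT1G77080, chromosome 1, 28955679 to 28959845), a MADS-box repressor of flowering, rose from 0.15 to 0.31, and that of its relative *MAF2* (AT5G65050, chromosome 5, 25982415 to 25986114) from 0.33 to 0.52. *LNK2* (AT3G54500, chromosome 3, 20175792 to 20178737), a clock co-activator, rose from 0.27 to 0.59 for a retained intron, while its 3 alternative 3′ site events, given with the clock genes, changed less. *AGO1* (AT1G48410, chromosome 1, 17886285 to 17891892), the main slicing protein of the microRNA pathway, fell from 0.74 to 0.41 for an alternative 3′ site. Among the other events that ranked highest for mean change over the days, PSI rose on day 1 for retained introns of the phospholipase gene *PLDGAMMA3* (0.40 to 0.79, while another of its retained introns fell from 0.84 to 0.67), the remorin gene AT2G41870 (0.21 to 0.54), the VQ motif gene AT5G65170 (0.57 to 0.88) and *ATNUDT13* (0.19 to 0.47). It also rose for skipped exons of AT1G62920 (0.53 to 0.89), which resembles a proteasome maturation factor, and of the agenet domain gene AT5G52070 (0.30 to 0.63). It fell for the alternative 3′ sites of AT1G01910 (0.50 to 0.15), AT3G61010 (0.62 to 0.27) and *ATTPPA* (0.71 to 0.46), and for retained introns of AT1G05860 (0.90 to 0.56), the dihydroxyacetone kinase gene AT1G48430 (0.60 to 0.29) and AT4G02540 (0.74 to 0.52). A retained intron of AT3G61010 went the other way, from 0.63 to 0.91. AT2G19250, listed as a transcribed pseudogene in the reference, carried 2 alternative 3′ site events that rose to 0.62 (from 0.18 and 0.19) and 2 retained intron events that fell from 0.88 to 0.53 and from 0.86 to 0.52.

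In all, the authors' deposited table calls 382 events in 311 genes on day 1, 175 with higher and 207 with lower PSI at 25 °C. The median absolute change was 0.14, the smallest 0.05 and the largest 0.44. The share with higher PSI was 45.8% (exact Clopper-Pearson 95% interval over events 40.7 to 51.0%), and it was 52.4% among the 105 called events with a change of at least 0.2. Retained introns were higher in 63 and lower in 88 events (41.7% higher, 33.8 to 50%), alternative 3′ sites in 60 and 62, alternative 5′ sites in 33 and 36, and skipped exons in 19 and 20. Whether types differed on this day was not tested.

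**Figure D1:**
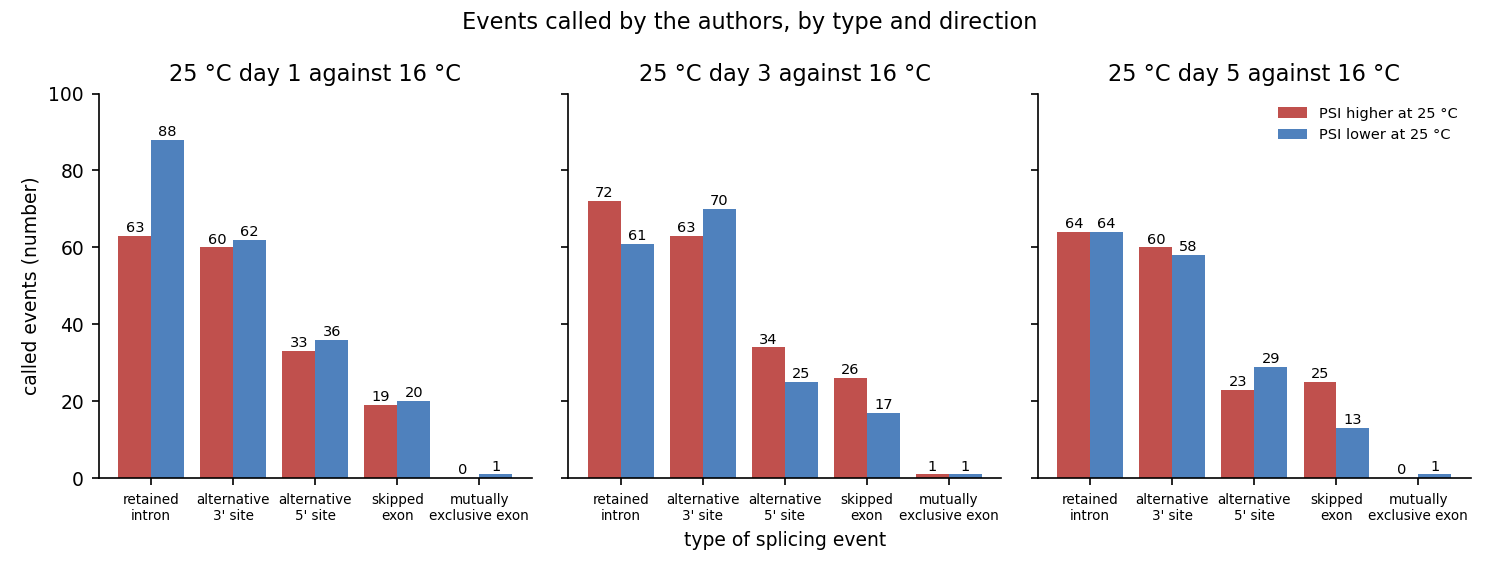
Number of events that the authors called on each day at 25 °C against 16 °C (vertical axis), by type of event (horizontal axis), with higher PSI in red and lower PSI in blue. On day 1, 88 retained introns were lower and 63 higher, and on day 5 both numbers were 64.

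On day 3 the called set took in further genes of flowering and splicing. The alternative 3′ site of *MAF3* (AT5G65060, chromosome 5, 25987527 to 25991065), a neighbour and relative of *MAF2*, fell from 0.97 to 0.77 and that of *SHL* (AT4G39100), a histone reader that represses flowering, from 0.42 to 0.21. An exon of *MOS1* (AT4G24680) rose from 0.10 to 0.23. A skipped exon of *SR45a* (AT1G07350) rose from 0.12 to 0.29, and a retained intron of *U2AF65B* (AT1G60900, chromosome 1, 22424008 to 22427806), which encodes a factor that recognises the 3′ splice site, from 0.51 to 0.70. The authors' deposited table calls 370 events in 304 genes on this day, 196 higher and 174 lower. The share with higher PSI was 53.0% (47.7 to 58.2%), and the median absolute change was again 0.14, with a maximum of 0.52. Retained introns were higher in 72 and lower in 61 events, skipped exons in 26 and 17, alternative 3′ sites in 63 and 70, and alternative 5′ sites in 34 and 25. Among the 94 events with a change of at least 0.2, 58.5% were higher.

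On day 5, calls came for an alternative 3′ site of *SYD* (AT2G28290, chromosome 2, 12056771 to 12072950), a chromatin-remodelling ATPase, which fell from 0.86 to 0.76, and for a skipped exon of *PTB1* (AT3G01150), a polypyrimidine tract-binding protein gene, which fell from 0.79 to 0.65. An alternative 5′ site of the auxin carrier gene *PIN7* (AT1G23080) rose from 0.21 to 0.29, and retention in the brassinosteroid biosynthesis gene *DWF1* (AT3G19820) fell from 0.13 to 0.08. The rising retained intron of *PLDGAMMA3* had reached 0.95, up from 0.40, the largest change of any called event (0.55), and the falling one 0.58, down from 0.84. The authors' deposited table calls 337 events in 285 genes on day 5, 172 higher and 165 lower, with 51.0% higher (45.6 to 56.5%) and a median absolute change of 0.14. Retained introns were even, 64 and 64, and skipped exons were higher in 25 and lower in 13. Of the 89 events with a change of at least 0.2, 60.7% were higher.

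No type of event moved in one direction as a class. Retained introns, such as those of *FLM* and *MAF2* (higher) and *PRR3* and *HUA2* (lower), made up 246 of the 638 events. Their mean PSI over the 3 warm days was higher than at 16 °C in 119 and lower in 127. Alternative 3′ sites, such as those of *AGO1* (lower) and *BIM1* (higher), were higher in 104 and lower in 109 of 213 events, alternative 5′ sites, such as that of *CKB3* (higher), in 62 and 50 of 112, and skipped exons, such as those of *SCL33* (higher) and *RS40* (lower), in 37 and 28 of 65. There were 2 mutually exclusive exon events. The one of *FLM* fell from 0.93 to 0.84, 0.78 and 0.75 on days 1, 3 and 5, and that of *atnudt22* (AT2G33980) rose to 0.61 on day 3 from 0.41, with values of 0.58 and 0.48 on days 1 and 5. When event types were reassigned at random 10000 times, the share of higher events lay at percentile 18.5 for retained introns, 26.1 for alternative 3′ sites, 86.0 for alternative 5′ sites and 85.7 for skipped exons, all within the central 95% of the draws. For alternative 5′ sites the majority turned: 55.4% of all were higher, against 28.6% of the 21 called on all 3 days. Which isoform is the reference is not given in the sources used here for alternative sites and mutually exclusive exons, so their direction says only that the reference isoform gained or lost share.

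In most events, days 3 and 5 showed a shift of the same sign as day 1. *FLM* retention stood at 0.31, 0.32 and 0.30 on the 3 days and *LNK2* retention at 0.59, 0.61 and 0.58. *AGO1* stood at 0.41, 0.39 and 0.40, and 1 of the *SCL33* exons at 0.78 on each day, against 0.52 at 16 °C. Across all 638 events, 623 (97.6%, 96.2 to 98.7%) had changes of the same sign on all 3 days. Simulated unchanged groups that shared the 16 °C value gave 51.2%. The simulated events were not selected by a call, as the listed ones were, so part of the gap may come from that selection. Calls in the authors' deposited table cover all 3 days for 140 events (21.9%), 2 days for 171 and 1 day only for 327 (51.3%) (130 on day 1, 107 on day 3 and 90 on day 5). Day 1 calls covered 59.9% of the events, and 256 were first called later.

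Events such as those of *SHL* and *MAF3*, called on day 3 alone, had similar values on the uncalled days: 0.24 on both days 1 and 5 for *SHL* against 0.21 on day 3, and 0.84 and 0.81 for *MAF3* against 0.77. Over the 327 events called on 1 day, the median share of the change that was also present on the uncalled days was 0.659 (bootstrap 95% interval over genes 0.618 to 0.688), and 0.316 in the simulated unchanged groups. In 200 of them (61.2%) the change on both other days had the same sign and a size of at least 0.05. In the simulation the day of largest change stood for the called day, so 0.316 and 0.659 are not like for like.

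Across events, changes on days 1 and 3 correlated with Pearson's r = 0.932 (0.917 to 0.945), on days 1 and 5 with r = 0.911 (0.891 to 0.928), and on days 3 and 5 with r = 0.941 (0.927 to 0.953). Spearman's rho was 0.932, 0.915 and 0.943. These are correlations across events, which are not independent replicates. The simulated groups gave r of 0.494 to 0.497. Covariances were 0.0222, 0.0213 and 0.0215, above the simulated values by 0.0205, 0.0196 and 0.0198. The single 16 °C value cannot be split, so part of the excess may come from it. The simulated events were also not selected by a call, so part may come from that selection.

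**Figure D2:**
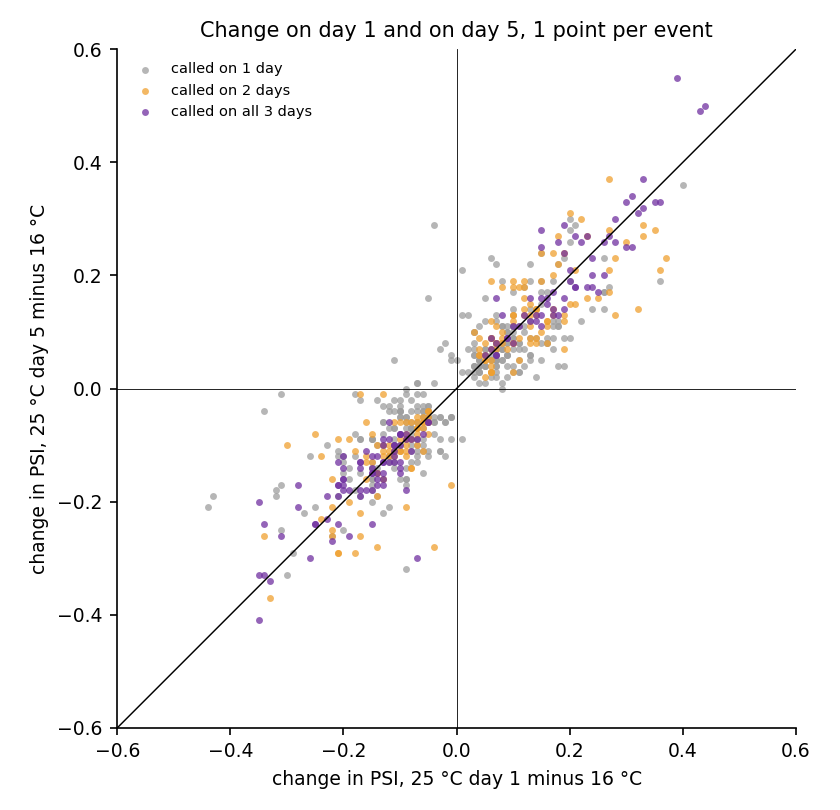
Change in PSI against 16 °C on day 1 (horizontal axis) and day 5 (vertical axis) at 25 °C, 1 point per event, with colour for the number of days on which the authors called it; the diagonal marks equal change. Points lie along the diagonal (r = 0.911), and those called on all 3 days all keep their sign.

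Between days 1 and 5 at 25 °C, a comparison that carries no call, the 10 named events fell into those further from and those back nearer to the 16 °C value on day 5. Further away were 4 of them. The retained intron of AT5G50130, which encodes a Rossmann-fold protein, had PSI of 0.52 at 16 °C and 0.48, 0.73 and 0.81 on days 1, 3 and 5. An alternative 3′ site of the transporter gene *ATMRP12* stood at 0.80 at 16 °C, 0.76 on day 1 and 0.52 on day 5, and retained introns of AT2G16990 at 0.90, 0.81 and 0.58 and of AT4G19410 at 0.89, 0.82 and 0.59. The other 6 were nearer to 16 °C on day 5 than on day 1. An alternative 3′ site of *TAF15* (AT1G50300), a TBP-associated factor gene, fell from 0.58 at 16 °C to 0.24 on day 1 and was at 0.35 and 0.54 on days 3 and 5. A skipped exon of AT3G28956, annotated as an RNA polymerase II core protein, stood at 0.41 at 16 °C, 0.10 on day 1 and 0.40 on day 5. At 16 °C and on days 1, 3 and 5, the alternative site of AT5G28400 had 0.68, 0.25, 0.63 and 0.49. That of the villin gene *VLN3* had 0.59, 0.15, 0.10 and 0.38, so neither returned steadily. In the same order, a retained intron of the KH domain gene AT2G25970 had 0.37, 0.69, 0.61 and 0.51. One of the receptor-like kinase gene AT4G03230 had 0.55, 0.91, 0.77 and 0.74. AT4G03230 carried 4 further retained intron events, 2 of them lower on day 1 than at 16 °C. Over all events the median absolute difference between the days was 0.03, against a median absolute change of 0.11 from 16 °C to day 1, a ratio of 0.273 (0.25 to 0.364). The ratio was 0.545 for events called on day 1 only and 0.571 for those called on day 5 only. Events are listed because they were called different from 16 °C, and none was selected for a change between days 1 and 5. A ratio below 1 is therefore partly built in. A difference of at least 0.1 was seen in 73 events (11.4%). Among the 140 events called on all 3 days, 57 were further from the 16 °C value on day 5 than on day 1, 68 nearer and 15 equal.

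Flowering time genes had changes in both directions. Of 39 genes on the list, 10 appeared in the table, with 14 events. In *FLM* an alternative 5′ site fell from 0.89 to 0.63, 0.60 and 0.59 while the retained intron described above rose. *MAF2* retention rose to 0.52, 0.54 and 0.57. *FCA* (AT4G16280, chromosome 4, 9207164 to 9214187), an RNA-binding protein that promotes flowering, lost intron retention from 0.28 to 0.18, 0.15 and 0.13, and its alternative 5′ site rose on day 3 to 0.58 from 0.43. *HUA2* (AT5G23150, chromosome 5, 7786173 to 7792080) fell from 0.95 to 0.77 and 0.71 on days 1 and 3 for a retained intron, with 0.66 on day 5. *EDM2* retention rose on day 1 from 0.24 to 0.42, and a *SPL2* exon on day 1 from 0.83 to 0.93. *VIL2*, a partner of Polycomb complexes, carried 2 nearly identical alternative 3′ site events that rose on day 3 from 0.45 to 0.56. Mean PSI was higher in 8 and lower in 6 events. The list's median absolute change of 0.133 lay at percentile 77.0 of 10000 random lists of as many genes from the table (49.2 to 86.2 under the other settings tried, whose range is given in parentheses for each list). *FLM*, *MAF2* and *MAF3* are similar in sequence, so reads shared between them make their PSI less certain.

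Clock genes moved in both directions, with the largest mean changes in retained introns of *LNK2* and *PRR3*. Beside that *LNK2* intron, its alternative 3′ sites rose from 0.04 to 0.10 and 0.09 on days 1 and 3, and fell from 0.86 to 0.78 and 0.79 and from 0.84 to 0.77 and 0.76. Retention in *PRR3* (AT5G60100, chromosome 5, 24198215 to 24200502) fell from 0.43 to 0.23, 0.29 and 0.27. In *PRR7* (AT5G02810, chromosome 5, 638283 to 641461) retention rose from 0.27 to 0.37, 0.38 and 0.35, and an exon fell from 0.96 to 0.86 on each day. In 2 casein kinase subunit genes, PSI rose for an alternative 3′ site of *CKB1* (0.05 to 0.15 on day 1) and an alternative 5′ site of *CKB3* (0.25 to 0.40, 0.41 and 0.36). The reference isoform of these sites is not given, so they need not share a direction. An alternative 3′ site of *RVE4* fell on day 3 from 0.88 to 0.79, and an exon of *LNK1* on day 1 from 0.57 to 0.47. The study's methods give a single collection time of day for these samples, so values of clock genes at other times are unknown. Of 26 genes on the list 7 were in the table with 11 events, 5 higher and 6 lower. Their median absolute change was 0.07, at percentile 5.6 of random lists (10.4 to 34.9; 34.9 with 1 event per gene, as 4 of the events belong to *LNK2*).

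Of 20 genes for SR proteins, the serine- and arginine-rich splicing regulators, 10 appeared. Mean PSI was higher in 11 and lower in 3 of their 14 events, against 323 and 315 of the 638 in the table. This difference was not tested. By gene, 7 were higher, 2 lower and *RS40* both. Only 1 of the 14 events is a retained intron and 4 are skipped exons. The others are alternative sites, whose reference isoform is not given, so the counts do not show a shared direction. Exons of *SCL33* (AT1G55310, chromosome 1, 20630676 to 20632695) rose from 0.52 to 0.78 and from 0.66 to 0.90 on day 1. In *RS40* (AT4G25500, chromosome 4, 13025168 to 13027243) PSI of an alternative 3′ site rose from 0.09 to 0.22, 0.26 and 0.21. That of an exon fell from 0.86 to 0.65, 0.61 and 0.67. *RS2Z33* rose from 0.76 to 0.89, 0.91 and 0.92. *SR30* rose to 0.21 and 0.26 on days 3 and 5 from 0.08, *SR34* to 0.33 and 0.30 on days 1 and 3 from 0.23, and retention in *SCL30A* to 0.63 on days 1 and 3 from 0.50. Its 2 alternative 5′ site events, alike in PSI, rose on day 1 from 0.13 to 0.21 and from 0.15 to 0.22. *SR45* rose on day 5 from 0.09 to 0.14. *RS31* fell from 0.77 to 0.64 and 0.63 on days 1 and 3, and *RS2Z32* on day 5 from 0.78 to 0.73. The list's median absolute change was 0.132, at percentile 76.4 (62.6 to 82.0).

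Other splicing factors gave 10 events in 8 of 22 genes, 6 higher and 4 lower, with a median of 0.102 at percentile 37.4 (16.3 to 65.4). In *U2AF65A* (AT4G36690, chromosome 4, 17294139 to 17297609) an alternative 3′ site fell from 0.64 to 0.40 and 0.49 on days 1 and 3 while retention rose from 0.34 to 0.53 and 0.45. Retention in *AFC1*, a gene for a kinase that phosphorylates SR proteins, rose from 0.31 to 0.52, 0.49 and 0.49. *PTB2* rose on days 1 and 5 from 0.79 to 0.87 and 0.88, *U1-70K* on day 1 from 0.46 to 0.54, and a *GFA1* exon fell on days 1 and 5 from 0.90 to 0.81 and 0.79. *UBA2A* retention fell on day 3 from 0.69 to 0.62, and its alternative 3′ site rose from 0.64 to 0.72 and 0.74 on days 1 and 5. Genes annotated with RNA binding, 7 of which are SR genes, numbered 27 with 36 events, 22 higher and 14 lower (percentile 63.3, range 15.5 to 83.1).

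**Figure D3:**
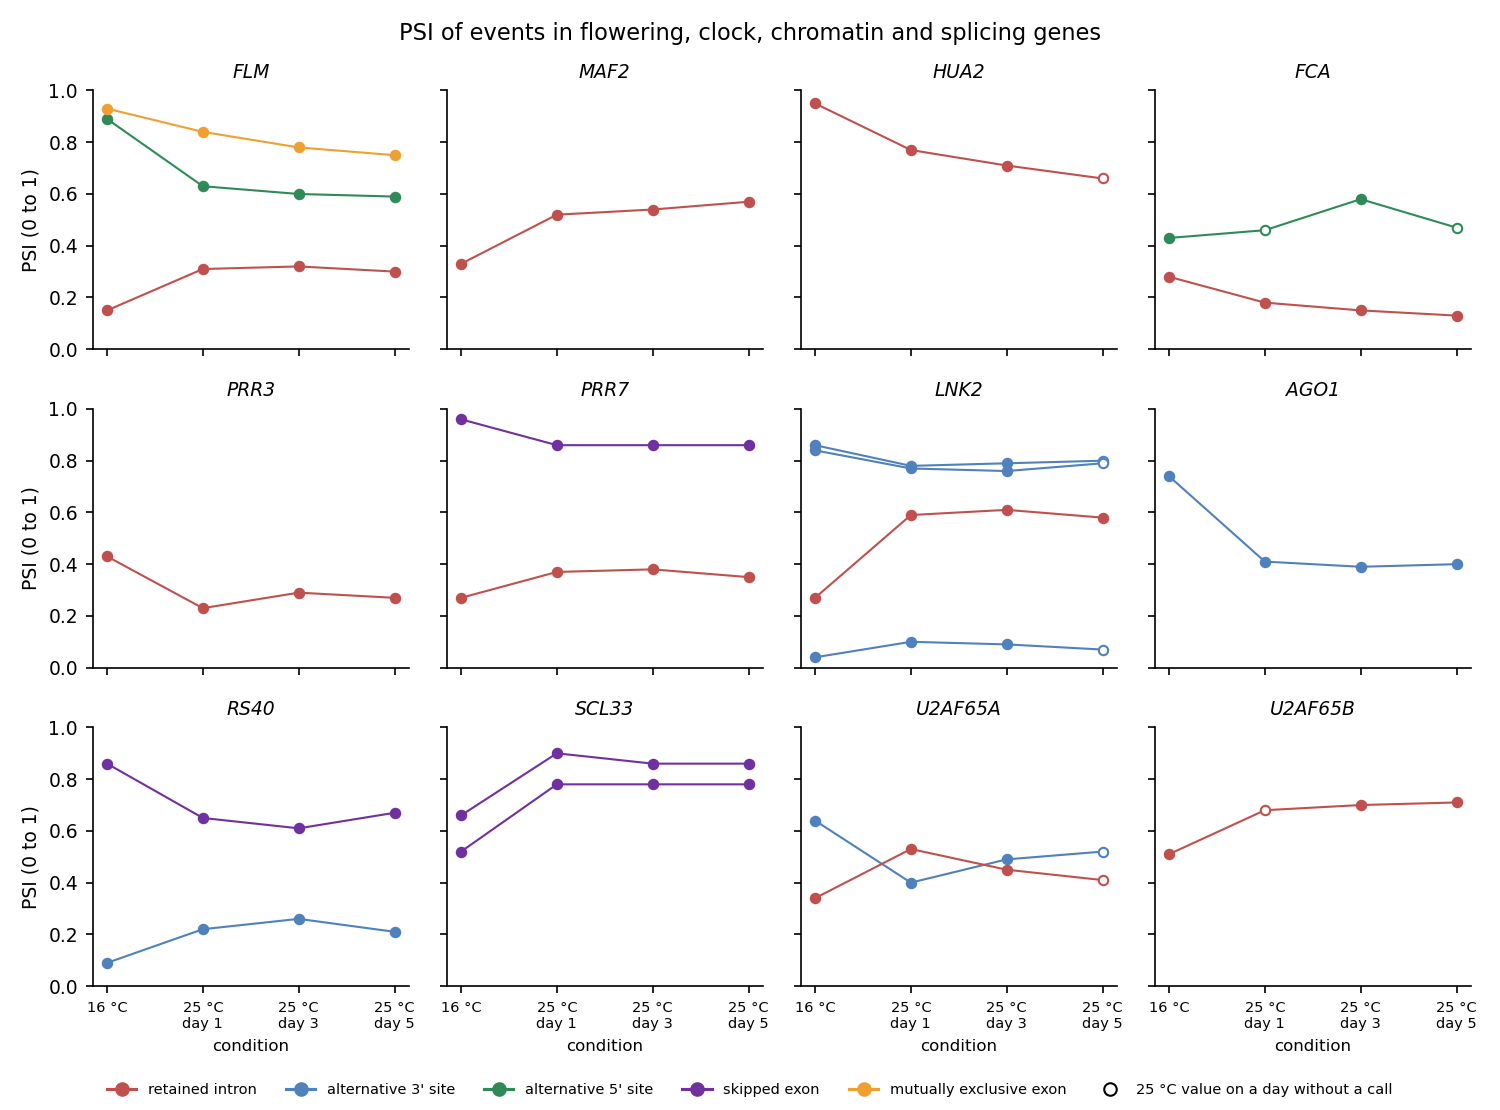
PSI (vertical axis, 0 to 1) of each listed event of 12 genes at 16 °C and on days 1, 3 and 5 at 25 °C (horizontal axis), 1 line per event coloured by type; open circles are days without a call. *AGO1* drops from 0.74 to 0.41 by day 1 and stays near that value. In *RS40*, *PRR7* and *U2AF65A* the PSI of events of the same gene changes with opposite sign. For *RS40* and *U2AF65A* 1 of the events is an alternative 3′ site, whose reference isoform is not given, so the signs need not mean opposed splicing.

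Chromatin genes gave 9 events in 8 of 20 genes, 4 higher and 5 lower, with a median of 0.0933 at percentile 26.9 (25.3 to 92.0; 92.0 for events called on all 3 days). *EDM2*, *SHL* and *VIL2* belong to this list and to the flowering list. The co-repressor gene *TPR1* (AT1G80490) rose from 0.34 to 0.60, 0.50 and 0.54 for an alternative 3′ site. *SWI3D* fell on day 1 from 0.08 to 0.02 and *PRMT4A* on day 3 from 0.99 to 0.94. All 6 genes of the hormone list were in the table, since it was made from genes that the study's list of events holds, and it is not independent of these samples. The median over its 8 events was 0.0583, at percentile 1.9 (0.12 to 1.14), though *BIM1* changed more than the median event of the table (0.113). In *ARF2*, an auxin response factor gene, retention fell from 0.13 to 0.08, 0.07 and 0.07, and an alternative 3′ site rose on days 3 and 5 from 0.42 to 0.47 and 0.48. *BIM1*, a brassinosteroid signalling gene, rose from 0.32 to 0.46, 0.45 and 0.45. Retention rose in the cytokinin-activating enzyme gene *LOG1* from 0.13 to 0.18, 0.20 and 0.19, and in the abscisic acid phosphatase gene *ABI2* on day 3 from 0.90 to 0.96.

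Immune receptor genes of the NLR family gave 9 events in 5 genes, 8 of them retained introns. In *RPP4* (AT4G16860, chromosome 4, 9488584 to 9495700) mean retention was higher in 4 events, 1 of which rose from 0.26 to 0.46, 0.45 and 0.45, and another event fell from 0.98 to 0.88 and 0.89 on days 1 and 5. AT5G40910 retention rose from 0.40 to 0.70 and 0.66 on days 1 and 5. *RPS4* fell on day 1 from 0.16 to 0.06 and *RPS6* from 0.64 to 0.46. An alternative 3′ site of AT1G58602 fell on days 1 and 5 from 0.15 to 0.10 and 0.09. The list's median change was 0.15, at percentile 84.3 (42.7 to 75.5; 43.6 with 1 event per gene, as 5 of the events belong to *RPP4*). As *RPP4* lies in a family of similar genes, shared reads make its PSI less certain. Genes whose annotation mentions a kinase, some of them not kinases themselves, numbered 36 with 47 events, 26 higher and 21 lower (percentile 88.6, range 16.7 to 87.2; 16.7 for events called on all 3 days). Examples are the protein kinase genes AT1G65950, with an exon that rose from 0.40 to 0.67 on days 1 and 3, and AT1G13350, whose alternative 5′ site rose from 0.10 to 0.34, 0.30 and 0.33 while an exon fell from 0.90 to 0.69, 0.73 and 0.73. All lists were written after the study's own account of these samples had been read, so none is independent of them. Only the hormone list lay outside the central 95% of random lists among those given here. The number of lists compared was not allowed for, so its position may be due to chance.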

Values the study reported

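The study reported 683 differentially spliced events, derived from 511 genes, over the 3 time points.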

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

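These 12 events had a higher PSI than at 16 °C on at least 1 warm day and a lower one on another. The differences between days were not tested, since each group has 1 value, and the size given is the range between the highest and lowest change.

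AT5G50130, which encodes a Rossmann-fold protein, had the widest range, 0.33, for a retained intron called on day 5: the change was -0.04 on day 1, 0.21 on day 3 and 0.29 on day 5. The retained intron of AT4G17310, called on day 5, had a range of 0.21, with -0.05, 0.01 and 0.16. The chloride channel gene *CLC-D* had a range of 0.17 for an alternative 3′ site called on day 3, with -0.03, 0.14 and 0.07. An alternative 3′ site of the pentatricopeptide gene AT1G64430, called on day 1, had a range of 0.16, with -0.11, 0.03 and 0.05. AT4G34150 had 2 such events called on day 5, each with a range of 0.1: an alternative 5′ site (0.01, -0.03 and -0.09) and a retained intron (-0.02, 0.02 and 0.08). *RIK*, a gene for an RNA-binding protein, had 2 alternative 3′ site events called on day 1, with ranges of 0.1 (-0.07, 0.03 and 0.01) and 0.09 (-0.07, 0.02 and -0.01). A skipped exon of *smB*, a gene for a core spliceosomal protein, called on day 3, had a range of 0.09, with -0.04, -0.08 and 0.01. The remaining 3 had ranges of 0.08 (retained intron of AT5G17010, called on day 1), 0.07 (retained intron of *ZIGA4*, called on day 5) and 0.06 (skipped exon of AT4G21660, called on day 5).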

How the results depend on the processing

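All alternatives given here were planned except counting mirrored or alike events once, which was chosen after seeing the data. Of 157 alternative values, 137 stayed within the limits set for the reported value (its interval, a similar count, or its side of the random range). The majority direction turned beyond the interval in 2 cases, both given below: the day 1 share at a change of at least 0.2, and alternative 5′ sites called on all 3 days. Within their intervals, the share of higher events crossed to 50.2% for alternative 3′ sites on day 3 alone, and on day 5 to 49.2% for every listed event with a change of at least 0.1 and to 49.8% with 1 event per gene. No paired analysis was possible because each condition has 1 value in the table and no column carries a replicate. For the same reason leaving out each replicate, a replicate block, a permutation test and another logit pseudocount were not run.

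Requiring a change of at least 0.2 left 105, 94 and 89 called events on days 1, 3 and 5, by its own construction, and the share with higher PSI became 52.4%, 58.5% and 60.7%; the cause of the shift in share was not tested. Among alternative 5′ sites called on all 3 days, 28.6% were higher; the cause was not tested. The share of events with the same sign on all days was 95.4% for events called on 1 day, 99.7% for a day 1 change of at least 0.1 and 99.2% when day 1 was left out. For events called on 1 day, r was 0.877 for days 1 and 3, 0.844 for days 1 and 5 and 0.879 for days 3 and 5. For a day 1 change of at least 0.1 the first 2 became 0.949 and 0.936. The causes were not tested. The ratio of the day 1 to day 5 difference to the day 1 change was 0.545 for events called on day 1 only and 0.571 for those called on day 5 only. The hormone list stayed outside the central 95% under all 4 settings tried. These settings draw on the same 6 genes, and the one for events called on all 3 days rests on 3 events. Their agreement is therefore not independent support. No allowance was made for the number of lists compared, so a list may lie outside the central 95% by chance. Apart from the leaf photosynthesis list, other percentiles moved widely within the central 95%, with ranges beside each list. The leaf photosynthesis list lay at percentile 0.505. It moved inside the central 95% with 1 event per gene (2.81), events called on all 3 days (4.80) and the logit scale (9.42). With the largest change over days it stayed outside (0.355). The cause was not tested. The depth behind single values is unknown, so no limit of detection can be given.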

Other observations

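The tests of even isoform use and of calls on 1 day were chosen after the results were seen; those of intron features were set before. Among gene groups not described above, the pentatricopeptide keyword matched 5 genes with 7 events. Such repeat proteins act in RNA processing of organelles. Mean PSI was lower at 25 °C in 6 of the 7 events, against 315 of 638 in the whole table. This difference was not tested, and some of the 7 are alternative sites, whose reference isoform is not given. Of the 7, 3 belong to AT2G42920, and that of AT1G64430 was lower on day 1 only. In AT2G42920 an alternative 5′ site fell from 0.50 to 0.28 and 0.22 on days 3 and 5, and a skipped exon from 0.36 to 0.17, 0.15 and 0.10 over the 3 days. In AT3G49140 an alternative 3′ site fell from 0.93 to 0.81, 0.82 and 0.84. The list's median absolute change lay at percentile 45.7 of random lists, and under the other settings tried between 2.70 (1 event per gene) and 91.6 (logit scale). DNA repair and topoisomerase genes gave 5 events in 5 genes, 3 higher and 2 lower (percentile 65.9, range 13.4 to 81.4). *REV3*, the catalytic subunit gene of a translesion polymerase, fell on day 1 from 0.28 to 0.03 for an alternative 3′ site, and *XRCC2* rose on day 3 from 0.21 to 0.41.

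Genes matched by the heat shock and chaperone keywords gave 3 events in 3 genes, with a median change of 0.213 at percentile 95.9 (71.6 to 95.9). An alternative 3′ site of *EIP9* fell from 0.36 to 0.10 on days 3 and 5, retention in *ATERDJ3A* fell from 0.65 to 0.44 and 0.36 on days 1 and 5, and AT3G17830 rose on day 3 from 0.11 to 0.28. Ubiquitin system genes gave 7 events in 6 genes, 3 higher and 4 lower (percentile 37.4, range 20.5 to 45.5); retention in *UBC9* rose from 0.17 to 0.27, 0.32 and 0.28. Genes matched by the leaf photosynthesis keywords gave 5 events in 4 genes with a median change of 0.0467, at percentile 0.505. The size of a splicing change does not measure how much leaf tissue a sample holds. That percentile became 2.81 with 1 event per gene, 4.80 for events called on all 3 days and 9.42 on the logit scale, all within the central 95%. With the largest change over days it was 0.355, outside the central 95%. An alternative 5′ site of *RCA*, the Rubisco activase gene, fell from 0.53 to 0.47, 0.46 and 0.45, and an alternative 3′ site of *CHLM* rose from 0.77 to 0.88, 0.89 and 0.88.

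The first pattern concerns events called on 1 day only, such as those of *SHL* and *MAF3*. On the uncalled days they kept a median share of 0.659 of the change, as calls near a threshold would give. The authors' filters on reads and on spread between replicates could also leave a day uncalled, and the share cannot tell these apart. In AT2G46730, called on day 5 alone, PSI was 0.17 at 16 °C and 0.57, 0.52 and 0.53 on days 1, 3 and 5. A gene called on day 3 or 5 alone may therefore have shifted by day 1. For a change on the called day alone, the interval of that share starts at 0.618, above the 0.316 of simulated unchanged groups. That comparison cannot decide, because the simulation took the day of largest change as the called day and made no calls. It also held no changes on a single day. The 16 °C value shared by all comparisons stays open with the same bound of 0.618. An error in that value gives the same change on every day, and only 1 such value was used here. The study's separate experiment on wild-type and mutant plants also had plants at 16 °C, which were not used here. No further biological explanation was tested.

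The second pattern is more even isoform use at 25 °C. Of 344 events below 0.5 at 16 °C, 220 (64.0%) had a higher mean PSI in the warmth, and of 287 above 0.5, 188 (65.5%) had a lower one. Grouping by the 16 °C value favours such moves, since every event that crosses 0.5 counts as such a move. Events near the ends of the scale can also change far in a single direction only. No level expected without a temperature effect was computed for these shares or for the counts given below. With the mean of the 3 warm days, PSI × (1 − PSI) was on average higher by 0.0115, at percentile 100 of 10000 swaps of the temperatures within genes. Averaging 3 warm values against a single 16 °C value by itself raises this measure. For days 1, 3 and 5 alone it was higher by 0.0090, 0.0122 and 0.0099, at percentiles 99.85, 100 and 99.98. The limits of the scale and the choice of called events stay open as an explanation. Among events called on the day compared, the percentile was 95.9 on day 1, within the central 95%, 99.7 on day 3 and 98.6 on day 5. Among events called on all 3 days it was 91.6. Noise in the single 16 °C value (the excess variance was 5.98 times the mean variance between the warm days of an event) and lower depth at 25 °C (248 events moved towards or across 0.5 by at least 0.1, and 113 away from it) cannot be told apart from a temperature effect without a further 16 °C value and read numbers.

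Whether retention rises or falls might depend on the introns of a gene. Genes with higher retention (98) and those with lower retention (105) had median intron GC contents of 33.8% and 33.7%, 9.5 and 9 introns, and median intron lengths of 112 and 111 nucleotides. Among 10000 permutations over genes these differences lay at percentiles 55.8, 58.0 and 56.5, so no difference was found. Values within the permutations had been set beforehand as speaking against an influence, but that was too strict: the medians cover all introns of a gene, the retained intron was not identified, and the size of effect this test can find is not known. All 3 features stay open.

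Of the 511 genes, 86 had more than 1 event, which made 190 pairs of events in the same gene. In 71 pairs the PSI changes had opposite signs, which for alternative sites depends on a reference isoform that is not given. In 39 pairs PSI was alike within 0.05 in all 4 groups, such as the 2 *PIN7* events, against a mean of 2.55 and a maximum of 9 in 1000 draws of pairs across genes. Alike events of the same gene may rest on shared reads, which draws across genes leave out, so those draws are not a fair level for them. In 5 pairs PSI was mirrored within 0.05, against a mean of 2.46 and a maximum of 9. With alike and mirrored events counted once, 597 events remained, 302 higher and 295 lower. The table held 638 events, fewer than the number quoted from the study above, and as many genes.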
